A study of Mus musculus with 8 samples. Its data were reported in "Differential Gene Expression in Activated Microglia Treated with Adenosine A2A Receptor Antagonists Highlights Olfactory Receptor 56 and T-Cell Activation GTPase-Activating Protein 1 as Potential Biomarkers of the Polarization of Activated Microglia" (2023).

How the data were processed

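RNA sequencing was performed on 8 samples from primary cultures of wild-type mouse microglia, the resident immune cells of the brain. Cells were kept in culture for 15 days and were activated for 48 h with lipopolysaccharide (LPS) and interferon-γ, which the study lists as human. Ligands were added at 24, 32 and 40 h of activation. SCH58261 is an antagonist of the adenosine A2A receptor, and 2-Cl-IB-MECA, used at 200 nM, is an agonist of the adenosine A3 receptor. The titles of the samples place 4 libraries under SCH58261 alone (A2A antagonist group) and 4 under SCH58261 with 2-Cl-IB-MECA (dual group). The treatment field of the labels says otherwise: it names 2-Cl-IB-MECA for the 4 libraries titled with SCH58261 alone and leaves it out for the 4 titled with both ligands. The titles and the names of the count columns point to the same grouping and were used throughout, so the direction of every difference between the groups rests on the titles. No sequencing batch, litter or date was given for any library. Whether the 4 replicates of a group came from separate animals or from wells of a shared preparation was not stated. The SDs and p-values may therefore measure the spread between wells only.

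According to the methods of the study, the authors aligned paired-end reads to an Ensembl mouse genome with HISAT2 and counted the reads of each gene with featureCounts. Whether the counting used the strand of the reads was not stated, so the counts of genes that overlap another gene on either strand are uncertain. Among the genes whose values the report gives, these are Olfr56, AC122413.1, Rps12, Shisa3, Cxcl10, Cxcl11, Abhd1, Adora1, Adora3, Slc1a3, Col3a1, Cp, Fbn1 and Xist. The deposited values used for the tests are raw counts per gene, with no normalization and no pooling of replicates, and genes without any count were left out. Each deposited table also holds a log2 fold change, a p-value and an adjusted p-value per gene, which the authors computed with DESeq2 and the Benjamini-Hochberg procedure. In these tables an adjusted p-value of 1 also stands where none was computed. The log2 fold changes of the authors' deposited table for the groups of this series were reversed in sign, so that a positive value is higher in the dual group. Gene identifiers, symbols, coordinates and classes are those of the authors' deposited tables. Of the 31406 genes in the table of the dual group against the A2A antagonist group, 31389 had their identifier in GENCODE mouse release 21 (GRCm38), and 30618 of these (97.5%) had the same chromosome, start, end and strand there. Coordinates are therefore given in GRCm38. In the table of the A2A antagonist against control, 25 symbols read as calendar dates after spreadsheet conversion, and genes were joined by identifier instead. The 30302 genes held by both tables had the same counts in the A2A antagonist libraries (0 differing values).

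The study compared the A2A antagonist with activated cells that had received vehicle. The 3 control libraries carry no sample of this series, and their 9 columns of per-sample values were not used here in any step. For that comparison only the fold changes, p-values and adjusted p-values of the authors' deposited table were used, without an error or number of replicates of their own.

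Counts of the 8 libraries were tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr (minimum count 10), library sizes were scaled with TMM factors, and the quasi-likelihood F test compared the dual group with the A2A antagonist group without covariates. P-values are two-sided and were adjusted by the Benjamini-Hochberg procedure, and genes with an adjusted p-value under 0.05 are called. The criteria of the study (adjusted p-value under 0.05 and a fold change over 1.5) were also applied. Standard errors of the log2 fold changes were derived from the F statistics. Levels are given as CPM (counts per 1e6 counts) scaled with the TMM factors, as mean ± SD over 4 libraries. Single values were compared with a two-sided exact permutation test over the 70 arrangements of 4 against 4, whose smallest possible p-value is 0.0286. Gene lists were tested with fry, the directional rotation test of limma 3.58.1, on log2 CPM with a prior count of 2, and also with camera at its preset and at an estimated correlation.

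The lists, the tests, the low-count filter, the thresholds and most alternatives were chosen before the data were examined. The lists are the 16 genes that the study named as lowered more by the dual treatment and the 4 it named as raised more, its proinflammatory (M1) and resolving (M2) markers, the 4 adenosine receptor genes, and markers of microglia, astrocytes, fibroblasts, oligodendrocytes, endothelial cells, mural cells, neurons and proliferation, 4 Y-linked genes, Xist and 10 interferon-induced genes. The lists of lowered and raised genes and the M1 and M2 markers were picked by the study on these libraries, so their tests are not independent evidence. Genes named in the text follow a rule: the 5 with the largest rise and the 5 with the largest fall among genes past both criteria, with a mean log2 CPM of at least 1 and no overlap between the groups; members of the lists of the study, of the M1 and M2 markers and of the adenosine receptor genes with an adjusted p-value under 0.05; Olfr56, AC122413.1 and Ccl11, which the study singled out; and the 5 protein-coding genes with the smallest adjusted p-value in each direction in the authors' deposited table against control. No gene met the first part of the rule. The adenosine receptor genes are described beyond the rule because their list was set in advance. Other genes named, in the report and after it, were chosen after their values were seen.

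The edgeR procedure was tested on simulated counts drawn from the means, library sizes and dispersions of the real libraries with known changes in 197, 197 and 195 tested genes. Changes of 1.2-fold, 1.5-fold and 2-fold were recovered in 45.7%, 76.1% and 87.2% of the changed genes. At a log2 CPM of 3 or more, 81.5% of the 1.2-fold and 100% of the 1.5-fold changes were recovered. Below a log2 CPM of 0, 3.70% of the 1.5-fold and 17.2% of the 2-fold changes were recovered, so differences in rare transcripts were mostly not detectable at this depth. False calls made up 12.6%, 1.96% and 10.1% of the calls.

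Alternatives changed 1 choice at a time: size factors of DESeq2 1.42.0, the DESeq2 Wald test, no low-count filter, at least 10 counts in every library, protein-coding genes alone, the replicate number as a block, glmTreat against 1.5-fold, camera in place of fry, and each library left out in turn. For the authors' calls the thresholds were varied, and for the relation of the comparisons the kind of correlation and the genes entered. The removal of each library's trend with GC content and transcript length and the thinning of every library to the smallest total were added after the data had been seen. The relation between the fold changes of the comparisons was set against 50 simulations in which the dual group had no difference from the A2A antagonist group, since both comparisons share the same 4 libraries. The 8 libraries were also divided in all 35 ways into groups of 4. Sequence shared between genes was measured as the percentage of a gene's 31-base words that occur in transcripts of other genes of GENCODE release 21. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.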

Results

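Transcript counts were obtained from 8 samples of primary mouse microglia activated with LPS and interferon-γ, 4 treated with the A2A receptor antagonist SCH58261 (A2A antagonist group) and 4 treated with SCH58261 and the A3 receptor agonist 2-Cl-IB-MECA (dual group). The total count ranged from 38427491 to 45878639 per library in the A2A antagonist group and from 32630602 to 45544451 in the dual group, and 26155 to 26809 genes were detected per library. Mitochondrially encoded genes took 1.66% ± 0.0723 (SD, n = 4) of the counts with the antagonist and 1.71% ± 0.0672 (SD, n = 4) with both ligands. The 10 most abundant genes took between 6.5% and 6.78% of the counts of a library. Within a group, pairs of libraries differed by 3.58 to 8.65 times the chi-square expected from counting noise per degree of freedom, so none was a copy of another. The common biological coefficient of variation was 5.28%.

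The comparison of the groups asked whether the A3 receptor agonist changed the transcriptome of activated microglia beyond the A2A receptor antagonist. Of the 18756 genes that passed the low-count filter, 39 had an adjusted p-value under 0.05 in edgeR, 9 higher and 30 lower in the dual group, and 38 of the 39 were protein coding. At an unadjusted p-value under 0.05 there were 2400 genes, where 937.8 would be given by chance. The changes were small: the median absolute log2 fold change of the called genes was 0.24, and of the 11062 genes with a log2 CPM of 3 or more, 99.96% lay within 1.5-fold and 4 lay outside. Only 1 gene passed both an adjusted p-value of 0.05 and a fold change of 1.5. The DESeq2 Wald test called 381 genes (107 higher, 274 lower), with an adjusted p-value computed for 11313 genes. None of the 381 passed 1.5-fold, but of the 342 genes past 1.5-fold at an unadjusted p-value under 0.05 only 2 were given an adjusted p-value, so this 0 says little. The number of calls depended on single libraries. Without replicate 4 of the A2A antagonist group or replicate 3 of the dual group 0 genes were called (1802 and 2092 at an unadjusted p-value under 0.05), without replicates 2 and 3 of the A2A antagonist group 5 and 6 were called, and without replicate 1 of that group 172 were called. In the authors' deposited table of the same contrast, 381 genes had an adjusted p-value under 0.05, the largest absolute log2 fold change among them was 0.55, and 2311 genes had an unadjusted p-value under 0.05. Of the 39 genes called by edgeR, 38 were also called by the DESeq2 Wald test.

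**Figure D1:**
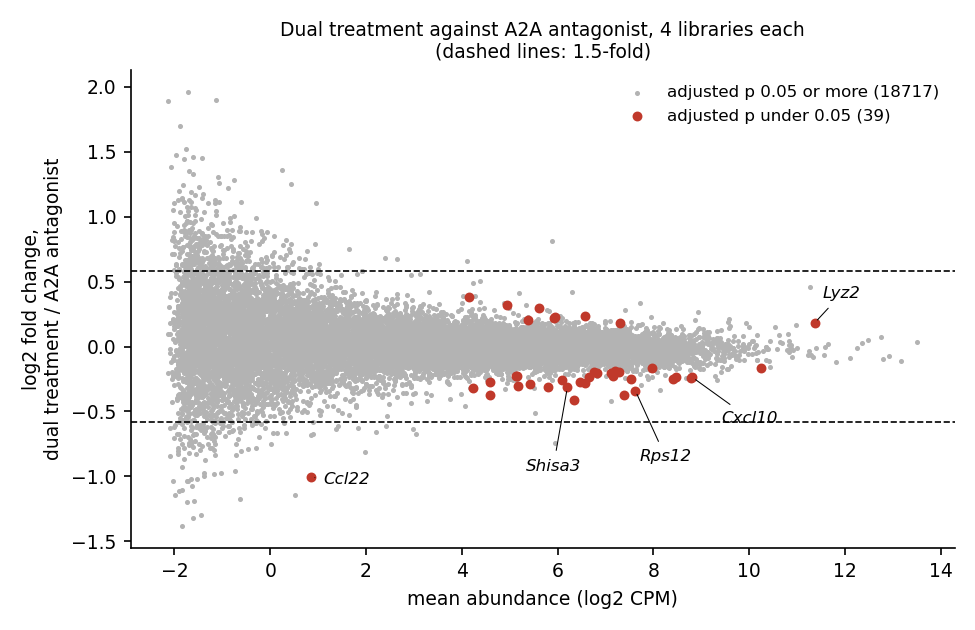
Log2 fold change of each gene between the dual group and the A2A antagonist group (vertical axis) against its mean abundance in log2 CPM (horizontal axis), with the 39 called genes in red and 1.5-fold marked by dashed lines. The called genes lie between the dashed lines except Ccl22, and the scatter widens below a log2 CPM of 3.

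The gene past both criteria was Ccl22 (ENSMUSG00000031779, chromosome 8, 94745590 to 94751699, protein coding, a chemokine). Its mean log2 CPM was 0.85, and it is named as an M2 marker with an adjusted p-value under 0.05. Ccl22 had 2.33 ± 0.381 CPM (SD, n = 4) with the antagonist and 1.16 ± 0.136 CPM (SD, n = 4) with both ligands, from 83 to 106 counts per library in the first group and 39 to 54 in the second. Its log2 fold change was -1.01 (SE 0.17) with an adjusted p-value of 0.0240. It was no longer called without replicate 3 or 4 of the A2A antagonist group (adjusted p-values 0.0791 and 0.0932) or without replicate 3 of the dual group (0.0859). The smallest p-values among the called genes belonged to Rps12, with a log2 fold change of -0.34 (SE 0.05), and Shisa3, with -0.31 (SE 0.05), both at an adjusted p-value of 0.0240 and both chosen after their values were seen. Rps12 shares 29.8% of its 31-base words with other genes, foremost a processed copy, so its count is uncertain, and Shisa3 overlaps Atp8a1 on the opposite strand. Both lost their call without replicate 4 of the A2A antagonist group (adjusted p-value 0.0932 each) and without replicate 3 of the dual group (0.0650 each). Lyz2 was the most abundant called gene that rose, by 0.18 (SE 0.03) on the log2 scale, and was likewise picked after its value was seen.

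A second question was whether the genes that the study named as changed more by the combined treatment differed directly between the groups. Of the 16 genes named as lowered more, 7 passed the low-count filter, and all 7 were lower in the dual group, with a median log2 fold change of -0.71 and a fry p-value of 0.00700 (0.0262 after adjustment over the 15 lists tested). The adjusted value was above 0.05 without A2A antagonist replicate 2, 3 or 4 or dual replicate 1, 3 or 4 (0.0518 to 0.0918). Without the filter all 16 were lower, with a median of -0.72. None of the 7 had an adjusted p-value under 0.05 over all genes tested, 3 had an unadjusted p-value under 0.05, and 1 (Inmt) was called when adjusted over the list alone. All 4 genes named as raised more were higher in the dual group, with a median log2 fold change of 0.38 and a fry p-value of 0.00329 (0.0257 adjusted over the lists), and this median was 0.24 without replicate 4 of the dual group. For this list the adjusted value was above 0.05 without A2A antagonist replicate 1 or 4 or dual replicate 1 or 4 (0.0517 to 0.0654). None of the 4 was called over all genes, 1 had an unadjusted p-value under 0.05, and 1 (Abhd1) was called when adjusted over the list alone. Because the study chose these lists on the same libraries, adjustment over the list alone is not independent evidence. In exact permutation tests of the 20 genes, 2 (Nrk and Abhd1) reached the smallest possible p-value of 0.0286, which with 4 libraries per group is too few to pass adjustment over the 20 (smallest value 0.286), so this adjustment tells nothing about them. With an estimated correlation in camera, the p-values were 0.0178 for the lowered and 0.0278 for the raised genes.

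Olfr56 (ENSMUSG00000040328, chromosome 11, 48978889 to 49135387, an olfactory receptor gene) had 10, 4, 8 and 1 counts in the A2A antagonist libraries and 0, 0, 3 and 5 counts in the dual libraries. It failed the low-count filter, with 0.140 ± 0.106 CPM (SD, n = 4) against 0.0445 ± 0.0549 CPM (SD, n = 4), and a two-sided exact permutation test gave p = 0.20. Without the filter its log2 fold change was -1.47 with an adjusted p-value of 0.567, so no difference was detectable at this depth. Its exons share 111 of 4537 bases with Ifi47 on the same strand. AC122413.1 (ENSMUSG00000116618, chromosome 17, 6948446 to 6957196, an antisense transcript) had 15, 21, 15 and 15 counts with the antagonist and 17, 22, 9 and 36 counts with both ligands. The levels were 0.385 ± 0.0565 CPM (SD, n = 4) and 0.526 ± 0.254 CPM (SD, n = 4). The log2 fold change was 0.44 (SE 0.36) with an adjusted p-value of 0.655, and the exact permutation test gave p = 0.371. The log2 fold change of AC122413.1 was 0.13 without replicate 4 and 0.73 without replicate 3 of the dual group. Of the 667 exonic bases of AC122413.1, 405 overlap Tagap1 on the opposite strand, and 99.8% of its 31-base words occur in other genes, so its count is uncertain. Ccl11 (ENSMUSG00000020676, chromosome 11, 82057823 to 82062955) had 0.466 ± 0.262 CPM (SD, n = 4) with the antagonist and 0.279 ± 0.142 CPM (SD, n = 4) with both ligands. Its log2 fold change was -0.71 (SE 0.44) with an adjusted p-value of 0.530, and the exact permutation test gave p = 0.314. For Ccl11 the log2 fold change was -0.27 without replicate 3 of the A2A antagonist group and -0.41 without replicate 2 of the dual group. Inmt (ENSMUSG00000003477), chosen after its values were seen, had a log2 fold change of -1.14 (SE 0.35) and an adjusted p-value of 0.164, which dropped to 0.00386 without the low-count filter and ranged from 0.00386 to 0.342 over its alternatives. The difference of Inmt rested partly on replicate 1 of the A2A antagonist group, with 147 counts where the other three had 38 to 88, and its log2 fold change was -0.59 without that library.

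**Figure D2:**
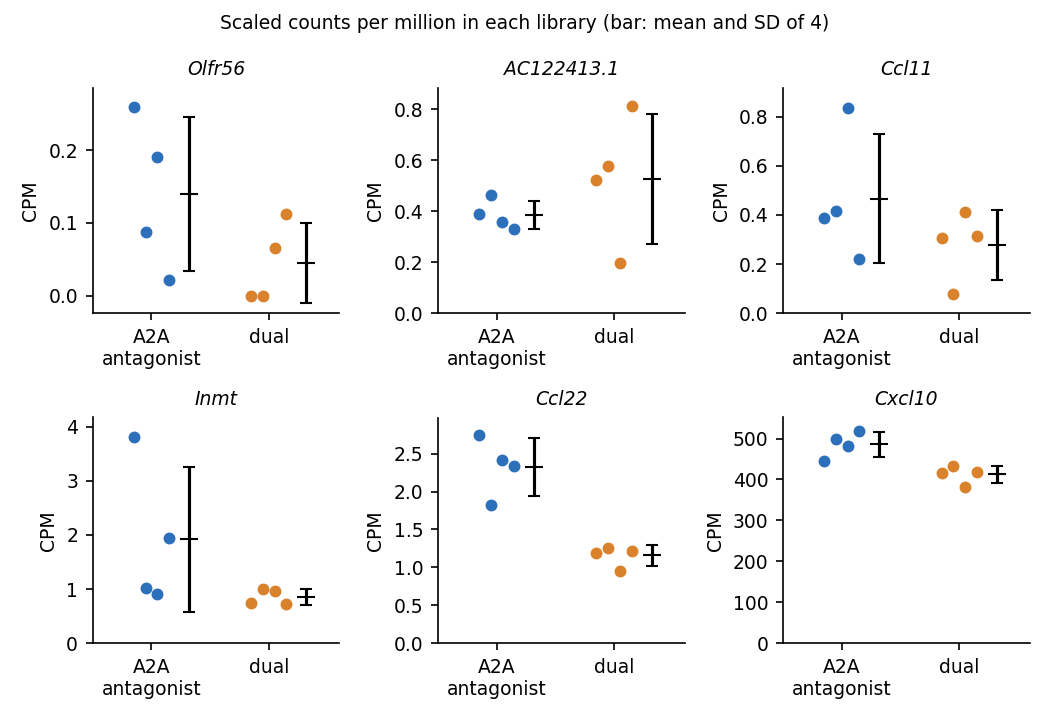
CPM of 6 genes in each of the 4 libraries per group (points), with the mean and SD of the 4 libraries (bars). For Olfr56, AC122413.1, Ccl11 and Inmt the groups overlap, whereas for Ccl22 and Cxcl10 all 4 dual libraries lie below all 4 A2A antagonist libraries.

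The markers of the proinflammatory (M1) and resolving (M2) states of microglia were examined to ask whether the A3 receptor agonist moved the phenotype. Of the 17 M1 markers tested, 12 were lower in the dual group, with a median log2 fold change of -0.16 and a fry p-value of 0.00514 (0.0257 adjusted over the lists). The adjusted value was above 0.05 without A2A antagonist replicate 4 or dual replicate 1, 3 or 4 (0.0518 to 0.0654). The study showed these markers because they changed against control, in comparisons that use these same libraries. Their median there was 0.20 with the antagonist, and choosing genes as raised in shared libraries can alone favour a fall in the dual group. The test of this list is therefore not independent evidence of an effect of the agonist. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889), which overlaps Art3 on the opposite strand, was the M1 marker called over all genes, and 8 were called when adjusted over the list alone. It had 486 ± 30.7 CPM (SD, n = 4) with the antagonist and 413 ± 21 CPM (SD, n = 4) with both ligands, a log2 fold change of -0.24 (SE 0.04) and an adjusted p-value of 0.0311. The adjusted p-value of Cxcl10 ranged from 1.66e-05 to 0.118 over its alternatives, and it was above 0.05 without each of 5 libraries: A2A antagonist replicates 2, 3 and 4 (0.113, 0.0811 and 0.118) and dual replicates 1 and 3 (0.0516 and 0.10). Among the other M1 markers, Il12b, Cxcl9, Ccl5, Tnf and Cxcl11 had log2 fold changes of -0.62, -0.39, -0.26, -0.22 and -0.16. In the other direction, Il12a, which had the largest absolute change of the M1 markers tested, rose by 0.78 (SE 0.35, adjusted p-value 0.358, 0.36 without replicate 1 of the dual group), and Cd86 rose by 0.08 (adjusted p-value 0.665). These genes were chosen after their values were seen. The 13 M2 markers tested went both ways, 7 higher and 6 lower, with a median of 0.04 and a fry p-value of 0.443 (0.554 adjusted). The median was -0.0017 without replicate 3 of the dual group. Ccl22 was the M2 marker called over all genes, and 5 were called when adjusted over the list alone, again not as independent evidence. Arg1, chosen after its values were seen, had the largest rise of the M2 markers, from 43 ± 8.22 CPM (SD, n = 4) to 75.7 ± 31.1 CPM (SD, n = 4), with a log2 fold change of 0.81 (SE 0.18) and an adjusted p-value of 0.0651. This rise of Arg1 rested partly on replicate 1 of the dual group, at 121.7 CPM where the other three had 54.8 to 66.3 CPM, and its log2 fold change was 0.49 without that library. Without replicate 2 of the dual group Arg1 was called (adjusted p-value 0.0387).

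The genes of the 4 adenosine receptors were examined for a change with the A3 receptor agonist. Both groups received SCH58261, so its own effect on these genes can be read only against control. In the authors' deposited table against control the log2 fold changes were 0.58 for Adora1 (adjusted p-value 5.40e-51), -0.62 for Adora2b (3.79e-15), -0.012 for Adora2a (0.965) and 0.11 for Adora3 (0.703). Between the groups none was called over all genes, 1 (Adora2a) had an unadjusted p-value under 0.05, and the same gene was called when adjusted over the list alone. Adora2a, which encodes the target of SCH58261 (ENSMUSG00000020178, chromosome 10, 75316877 to 75334784), had 6.08 ± 0.635 CPM (SD, n = 4) with the antagonist and 4.71 ± 0.483 CPM (SD, n = 4) with both ligands, a log2 fold change of -0.36 (SE 0.10) and an adjusted p-value of 0.144. Adora3, which encodes the target of 2-Cl-IB-MECA (ENSMUSG00000000562, chromosome 3), had 2.90 ± 0.281 CPM (SD, n = 4) and 2.59 ± 0.248 CPM (SD, n = 4), with a log2 fold change of -0.16 (SE 0.13) and an adjusted p-value of 0.665. Adora3 overlaps Tmigd3 on the same strand. Adora1 was the most abundant receptor gene, with 162.7 ± 5.32 CPM (SD, n = 4) and 161 ± 5.29 CPM (SD, n = 4), and its log2 fold change was -0.019 (SE 0.04). It overlaps Mybph on the opposite strand. Adora2b had a log2 fold change of 0.06 (SE 0.08), which turned negative without replicate 1 of the dual group. As a list the receptor genes had a median of -0.09 and a fry p-value of 0.0168 (0.0505 adjusted over the lists), with adjusted values of 0.0497 and 0.0465 without A2A antagonist replicates 1 and 2.

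Among the remaining lists, the 10 interferon-induced genes were all lower in the dual group, with a median log2 fold change of -0.18 and a fry p-value of 0.00404 (0.0257 adjusted over the lists). The adjusted value of this list was above 0.05 without A2A antagonist replicate 4 or dual replicate 1, 3 or 4 (0.0518 to 0.0654). Over all genes 2 of them were called, both named after their values were seen: Isg15 with -0.25 (SE 0.04, adjusted p-value 0.0255) and Ifit3 with -0.23 (SE 0.04, adjusted p-value 0.0240), and all 10 were called when adjusted over the list alone. Ifit3 has a close paralog, Ifit3b, so its count is uncertain. Camera gave 0.0322 for this list with an estimated correlation. The other lists had adjusted fry p-values from 0.281 to 0.822. Their median log2 fold changes were -0.02 for microglia markers, 0.04 for astrocyte, 0.10 for fibroblast, -0.05 for oligodendrocyte, 0.02 for endothelial, 0.12 for mural and 0.03 for neuronal markers, -0.07 for proliferation genes and 0.03 for Y-linked genes. Leaving out 1 library moved each of these 9 medians by over 1.5 times, and the sign changed for endothelial markers without dual replicate 1 (-0.0049) and for neuronal markers and Y-linked genes without dual replicate 4 (-0.0022 and -0.017). C1qa, likewise chosen after its value was seen, was the microglia marker called over all genes, with a log2 fold change of -0.24 (SE 0.04) and an adjusted p-value of 0.0240, and 4 microglia markers were called when adjusted over the list alone. Adjusted over the list alone, 3 astrocyte and 1 oligodendrocyte marker were called, and none of these over all genes, where 4 and 1 had an unadjusted p-value under 0.05. Xist changed by 0.06 on the log2 scale.

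The effect of the A2A receptor antagonist itself on activated microglia could be read only from the authors' deposited table. It lists 31601 genes, of which 7304 had an adjusted p-value under 0.05 and 2023 also passed 1.5-fold, 444 higher and 1579 lower than control. Thus 78.1% of the genes past both criteria in the authors' deposited table were lower with the antagonist. With a threshold of 2-fold the authors' deposited table holds 1166 genes (164 higher, 1002 lower), and with no fold threshold 3586 higher and 3718 lower. The 5 protein-coding genes with the smallest adjusted p-value among those higher in the authors' deposited table were Rpl26 (log2 fold change 3.68), Steap4 (0.78), Cp (0.74), Slc1a3 (0.64) and Mlc1 (0.72). Those among the lower genes in the authors' deposited table were Reg3g (-4.95), Col1a1 (-2.21), Col3a1 (-2.09), Fbn1 (-1.64) and Akap12 (-1.53). All 5 lower genes and Rpl26 had an adjusted p-value printed as 0. The authors' deposited table holds 8 such genes, so other lower genes may tie with those named. Rpl26 lies on chromosome 11 from 68901583 to 68906989 and shares 27.1% of its 31-base words with other genes, and Reg3g lies on chromosome 6 from 78466269 to 78468872. In the direct comparison of the groups the smallest adjusted p-value among these 10 genes was 0.220, for Akap12. For the genes singled out, the authors' deposited table gives a 12.4-fold decrease of Olfr56 (log2 fold change -3.64), a 25.5-fold increase of AC122413.1 (4.67, adjusted p-value 0.000251) and a 2.67-fold decrease of Ccl11 (-1.42, adjusted p-value 0.00137). Of the lists, the M1 markers had a median of 0.20 and the M2 markers of -0.50 in the authors' deposited table against control.

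The relation of the comparisons was examined to see whether the second ligand moved genes further along the direction set by the first. Across the 18756 genes, the log2 fold change of the dual group against the A2A antagonist group correlated with that of the authors' deposited table against control at a Pearson coefficient of -0.37 and a Spearman coefficient of -0.41. Genes are not independent replicates, and both fold changes share the A2A antagonist libraries, which alone gives a negative value: in 50 simulations without any difference the Pearson coefficient averaged -0.16, from -0.18 to -0.14. At a log2 CPM of 3 or more, the coefficient was -0.43 and averaged -0.09 in the simulations. Of the genes past both criteria and lower in the authors' deposited table against control, 1262 passed the low-count filter, and their median log2 fold change in the dual group was 0.11, with simulated medians from -0.01 to 0.0075. Of these 1262 genes, 190 were over 1.3-fold higher in the dual group (53.3 on average in the simulations) and 18 were over 1.3-fold lower (51.5 on average). The simulations kept the 1262 genes fixed as called in the real libraries. They therefore leave out any rise that choosing genes as low in the A2A antagonist libraries gives by itself.

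**Figure D3:**
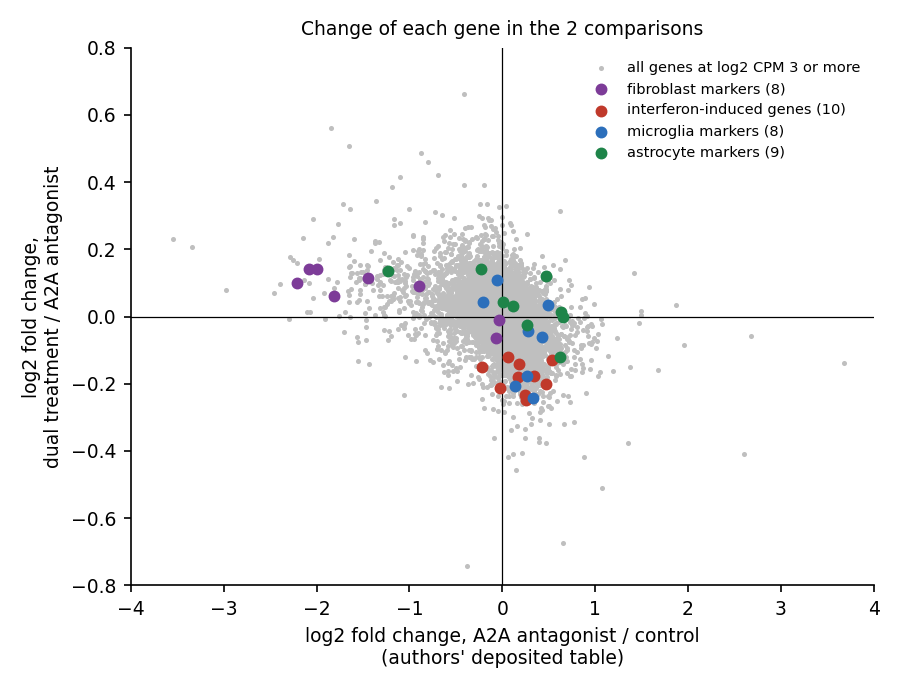
Log2 fold change between the dual group and the A2A antagonist group (vertical axis) against that between the A2A antagonist and control in the authors' deposited table (horizontal axis) for the 11062 genes with a log2 CPM of 3 or more, 3 of them outside the axes, with marker lists in colour. The cloud slopes downwards (Pearson coefficient -0.43), most fibroblast markers sit at the left, except Pdgfra and Thy1 near 0, and interferon-induced genes lie below 0 on the vertical axis.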

Values the study reported

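With the A2A receptor antagonist, the study reported 1597 downregulated and 444 upregulated genes relative to activated cells without ligand. For the combination of both ligands it reported 1671 downregulated and 574 upregulated genes. A difference of at least 30% was set for genes said to change more with the combination than with a single ligand, whereas for the table of such genes against both single ligands the condition was an adjusted p-value under 0.05 without a fold threshold. Microglial purity, assessed by anti-CD11b labelling, was given as over 95%.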

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

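Each value in this part was singled out because 1 of the 4 libraries of a group stood apart from the other three by a gap above the 95% critical share of the group's range for 4 values (Dixon's ratio). Of the 66 groups of 4 values examined (totals, list sums and single genes), 4 did so, where chance gives 3.3, so the number of such values carries no signal of its own. No test of an explanation was run on them, and the design gives no biological explanation for a difference within a group.

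The summed CPM of the astrocyte markers was 6701 in replicate 3 of the A2A antagonist group and 6942 to 6991 in the other libraries of that group. The summed CPM of the oligodendrocyte markers was 792.8 in replicate 2 of the A2A antagonist group and 720.3 to 727.0 in the others. The summed CPM of the neuronal markers was 186.8 in replicate 4 of the dual group, against 176.3 to 178.1. The cultures hold transcripts of several cell types, and differences in their proportions between wells were not measured separately. The totals of these libraries were 41928726, 45878639 and 44185652 counts. The second is the highest of the 8, but replicate 4 of the same group, with 45826860 counts, did not stand apart. Depth was not tested as an explanation and stays open. The 3 values fall in 3 different libraries and 3 different lists, which gives no pattern of 1 deviant library.

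Adora2b stood at 20.8 CPM in replicate 1 of the dual group and at 15.4 to 15.8 CPM in the other three. That library has the lowest total of the series (32630602 counts), and Adora2b had 679 counts in it, so counting noise is small beside the gap. Adora2b was not called between the groups (log2 fold change 0.06, adjusted p-value 0.836). Without that library all 4 receptor genes were lower in the dual group, so the sign of Adora2b changed. Adora1, Adora2a and Adora3 did not stand apart in the same library.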

How the results depend on the processing

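The removal of GC content and length trends and the thinning were chosen after seeing the data. The number of genes called between the groups depended on the processing. With 39 genes called as reported, DESeq2 size factors gave 39, at least 10 counts in every library gave 41 and thinning to the smallest total gave 48. Without the low-count filter 366 genes were called (113 higher, 253 lower), among them the same 39, and the cause was not tested. Protein-coding genes alone gave 63 (21 higher, 42 lower), 38 of them among the 39, with fewer genes tested. The DESeq2 Wald test gave 381 (107 higher, 274 lower), 38 of them among the 39, from 11313 genes with an adjusted p-value, and removing the trends with GC content and transcript length gave 85 (8 higher, 77 lower), 30 of them among the 39. For these 2 alternatives the cause was not tested. Across the 8 fits that each left out 1 library, the count went from 0 (without A2A antagonist replicate 4 or dual replicate 3, with 1802 and 2092 genes at an unadjusted p-value under 0.05) to 172 (without A2A antagonist replicate 1). It was 5 and 6 without A2A antagonist replicates 2 and 3, and 31, 38 and 49 without dual replicates 1, 2 and 4. The cause of the differences between these fits was not tested.

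Past 1.5-fold, the single call became 28 without the filter (16 higher, 12 lower), 0 with the DESeq2 Wald test, 0 with glmTreat against 1.5-fold (61 at an unadjusted p-value under 0.05) and 0 to 13 across the fits without 1 library. The 0 was reached without A2A antagonist replicate 3 or 4 or without dual replicate 3, with 264, 249 and 318 genes past 1.5-fold at an unadjusted p-value under 0.05, and the 13 without A2A antagonist replicate 1. Without dual replicates 1, 2 and 4 it was 2, 3 and 2. glmTreat asks for more than a fold change over 1.5 after the test, which lowers its count by construction. The 0 of the DESeq2 Wald test was set by its own filtering: of 342 genes past 1.5-fold at an unadjusted p-value under 0.05 it gave 2 an adjusted p-value, and Ccl22 had none. For the others the cause was not tested.

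The groups share the numbers 1 to 4 in the titles, but same-numbered libraries did not deviate together (correlations of their deviations 0.02, -0.05, 0.04 and -0.01), so the numbers were not taken as pairs. With the replicate number as a block, 17 genes were called (3 higher, 14 lower), 15 of them among the 39, and 1 gene passed 1.5-fold, Arg1 in place of Ccl22 (adjusted p-value of Ccl22 0.0567, with a range from 0.000225 to 0.0932 over its alternatives). With the block, the fry p-values adjusted over the 15 lists were 0.117 for the genes named as lowered, 0.0343 for those named as raised, 0.104 for the M1 markers and 0.111 for the interferon-induced genes (0.0467, 0.00229, 0.0192 and 0.0371 unadjusted).

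The genes named as lowered, those named as raised, the M1 markers and the interferon-induced genes kept their direction and an unadjusted set-test p-value under 0.05 in all 16 alternatives run for each. Adjusted over the 15 lists, their fry p-values stayed under 0.05 in 6, 9, 9 and 9 of the 15 edgeR alternatives, with ranges from 0.0189 to 0.117, from 0.00251 to 0.115, from 0.0213 to 0.104 and from 0.0189 to 0.111. That of the adenosine receptor genes was under 0.05 in 3 of the 15 (0.0322 to 0.155). The libraries whose removal raised these values are given with each list in the report. Thinning to the smallest total put all 4 lists above 0.05 (0.0562, 0.0993, 0.0562 and 0.0558), protein-coding genes alone put the genes named as raised at 0.115, and at least 10 counts in every library put those named as lowered at 0.0558. The cause was not tested. The medians ranged from -0.77 to -0.50, from 0.24 to 0.52, from -0.17 to -0.12 and from -0.21 to -0.15. That of the genes named as raised was 0.24 without dual replicate 4. The adenosine receptor genes had 0 calls in the 15 edgeR alternatives, with a smallest adjusted p-value from 0.0661 to 0.376 (1 gene, Adora2a, at an unadjusted p-value under 0.05 as reported), and 2 to 4 of the 4 were lower. In the DESeq2 Wald test Adora2a and Adora3 had no adjusted p-value and could not be called. The M2 markers were past the threshold in none of the 16 (p-values from 0.187 to 0.883). Their median was 0.04 as reported and changed sign with the GC and length trends removed (-0.0016). Without 1 library it ranged from -0.0017 (without dual replicate 3) to 0.055 (without A2A antagonist replicate 3), and a median this close to 0 over members that go both ways has no direction. The medians of the endothelial markers, neuronal markers and Y-linked genes also changed sign with the GC and length trends removed (-0.0049, -0.020 and -0.023). The cause of these sign changes was not tested.

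The calls of the authors' deposited table against control went from 2023 (444 higher, 1579 lower) to 1166 with a threshold of 2-fold (164 higher, 1002 lower) and to 7304 with none (3586 higher, 3718 lower), which follows from the thresholds. The correlation of the comparisons was -0.37 as reported, -0.41 as a Spearman coefficient, -0.43 for genes with a log2 CPM of 3 or more, and -0.37 to -0.32 without 1 library. The cause of the stronger value in abundant genes was not tested.

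For 10 single genes and the interferon-induced genes, 167 values were computed under the alternatives: 150 kept their direction and their side of the threshold, 13 were no longer past it, 4 newly passed it and 0 changed direction. The 4 were Inmt without the low-count filter and Arg1 without that filter, with the replicate number as a block and without dual replicate 2. Of the 13, 4 belonged to Ccl22, 5 to Cxcl10, 2 to Rps12 and 2 to Shisa3. Depth limits the results for rare transcripts: Olfr56, AC122413.1 and Ccl11 had under 1 CPM, and below a log2 CPM of 0 simulated 1.5-fold and 2-fold changes were recovered in 3.70% and 17.2% of genes.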

Other observations

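In this part, the tests of overlapping genes and of their counting, of the microglial share, of neighbouring genes, of fibroblasts and their batch, of astrocytes and of the summed Rpl26 transcripts were chosen only after the result concerned had been seen.

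The 8 libraries can be divided into groups of 4 in 35 ways. Only 1 of the 35 splits, the real one, gave as many as 39 called genes, and the other 34 splits gave 4 at most and a median of 0. The same held for the fry p-values of the genes named as lowered, those named as raised, the M1 markers, the adenosine receptor genes and the interferon-induced genes, where 1 of the 35 splits, the real one, gave a p-value as small. The lists named by the study were picked with the real grouping in hand, which favours it. In contrast, 11 of the 35 splits gave at least 1 gene past 1.5-fold, so a single gene past 1.5-fold, such as Ccl22, is no more than other divisions of these libraries often give. For the M2 markers 15 of the 35 splits gave a p-value as small. A difference in depth was weighed by thinning every library to the smallest total, after which 70.8% of the 48 called genes were still lower in the dual group, although no list then passed adjustment over the 15 lists. Bias from GC content or gene length was weighed by removing both trends from each library, after which 30 of the 39 genes were still called. Both argue against depth or these trends as the whole cause. A small difference between the groups that no batch label can separate from the treatment stays open.

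Genes that were lower in the authors' deposited table against control tended to be higher in the dual group than in the A2A antagonist group. The correlation of -0.37 between the comparisons was more negative than in each of the 50 simulations without a difference, whose mean was -0.16, which argues against the shared A2A antagonist libraries as the whole cause if the libraries are independent. Of the 35 splits, 1 gave as strong a correlation, the next strongest reaching 0.28 in absolute value, but the real split also shares the most libraries with the comparison against control, which favours it by design. The simulations draw libraries independently, so a batch or culture effect common to the 4 A2A antagonist libraries might give the same picture as an agonist that partly offsets the antagonist, and no label separates them. Of the 1578 genes lower in the authors' deposited table against control, 47 were over 1.3-fold lower still in the dual group by the plain ratio of mean CPM and 397 were over 1.3-fold higher, with median levels of 0.148 and 0.239 CPM, where counts are noisy. With 0.1 added to the CPM these were 17 and 276. Genes over 1.3-fold lower still were thus fewer than genes over 1.3-fold higher under both ways of counting. These genes were chosen as low in the same A2A antagonist libraries, which alone can favour higher values in the dual group. The simulations did not cover all 1578 genes. They also kept the genes called in the real libraries and did not choose them anew, so they cannot measure this effect. How much of the imbalance came from this choice is unknown. For the 1262 genes past the low-count filter, 190 were higher and 18 lower, with simulated means of 53.3 and 51.5. Those simulated means were near each other by construction, for the same reason.

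Interferon-induced genes were lower in the dual group as a list, with a median log2 fold change of -0.18 and 10 of 10 genes lower. The fry p-value was 0.00672 with the GC and length trends removed and at most 0.0138 when any 1 library was left out, both unadjusted, which argues against these trends or 1 library as the whole cause. Adjusted over the 15 lists, it passed 0.05 without any 1 of 4 of the libraries (up to 0.0654). The list stood at a median of 0.21 in the authors' deposited table against control, so this fall runs against the antagonist as in the pattern described for all genes, and Cxcl9, Cxcl10 and Cxcl11 of the M1 list are themselves induced by interferon. A smaller share of microglia in the dual cultures cannot be told apart: the mean log2 CPM of the microglia markers changed by -0.03 (exact permutation p = 0.343) and that of the interferon-induced genes by -0.18 (exact permutation p = 0.0286), but the difference between them, -0.15, had an exact permutation p of 0.0857 with 4 libraries per group. Other cells in the cultures also respond to interferon, which these data cannot assign. The interferon-γ added was listed as human, and these data do not show which interferon induced the genes of the list. A weaker interferon response under the A3 receptor agonist may be a hypothesis to test, along with a difference between culture batches.

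Genes raised over 2-fold in the authors' deposited table against control lay closer together than others of similar abundance. Of 156 such genes at 0.1 CPM or more, 42 had another within 1 Mb, where random genes of the same abundance gave 29.6 on average (permutation p = 0.0390), while for the 977 genes lowered over 2-fold it was 668 against 652.0 (permutation p = 0.158). They also shared more sequence: 21.9% of the raised genes had at least 50% of their 31-base words in another gene, against 13.2% of random genes (permutation p = 0.00300), and 3.28% of the lowered genes did, against 11.8%. The largest cluster of raised genes lies on chromosome 17 from 6314199 to 7011299 and holds 6 of them, including AC122413.1, Rnaset2b and the pseudogene AC183097.3, which was raised 30.5-fold in the authors' deposited table. None of the 6 was called between the dual and A2A antagonist groups (adjusted p-values from 0.631 to 0.952). Others lie on chromosome 2 from 175692223 to 177206421 (5 genes) and on chromosome 1 from 85199613 to 85961007 (4 genes). Differences in copy number or sequence between the mice behind the control and the treated cultures could give such clusters. The test of this took the count of neighbours, which restates the pattern, together with the shared sequence, and cannot decide. Reads shared between near-identical copies and assigned differently could also give such clusters. The test of shared sequence came out in favour of this, but it was counted for both explanations and does not separate them. Both explanations stay open. Neighbouring genes were tested on a pattern already noticed, and that p-value is close to 0.05. An effect of the antagonist on neighbouring genes was not excluded.

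AC122413.1, which the study put forward, sits in this cluster. The paper takes it to encode the T-cell activation GTPase-activating protein named in its title. The annotation classes AC122413.1 as an antisense transcript, however, and holds Tagap1 as a separate protein-coding gene on the opposite strand. AC122413.1 had 15 to 21 counts per A2A antagonist library, and 76.5% of its 31-base words occur in E430024P14Rik. Tagap1 overlaps 60.7% of its exonic bases on the opposite strand. A constant share of Tagap1 reads counted for AC122413.1 is argued against as the source of the rise, because the log2 fold change of Tagap1 in the authors' deposited table was 0.12. Olfr56 was lowered in the authors' deposited table. Ifi47, which overlaps it on the same strand, had a log2 fold change of -0.090 there, which argues in the same way against a constant share of Ifi47 reads. Genes that overlap Olfr56 on the opposite strand, such as Tgtp1 and Tgtp2, were not examined. Shared reads counted differently in control cannot be told apart from a change of AC122413.1 or Olfr56. Had all the reads that AC122413.1 gained come from Tagap1 (11.2 CPM), Tagap1 would have changed by -0.047, and had all those that Olfr56 lost gone to Ifi47 (116 CPM), Ifi47 would have changed by 0.020, both smaller than what these genes showed. Reads from near-identical copies of AC122413.1 also stay open.

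Rpl26 was the ribosomal-protein gene that changed most in the authors' deposited table against control, while the 74 ribosomal-protein genes at 10 CPM or more had a median log2 fold change of 0.09 (quartiles 0.04 and 0.14) and 3 passed 1.5-fold (Rpl26, Rpl30 and Rpl17). Its 63.3 CPM in the A2A antagonist group and the fold change of the authors' deposited table imply 4.93 CPM in control. The processed pseudogene Gm15772, with 84.8% of its words in Rpl26, had 277.8 CPM, more than the gene itself, and a log2 fold change of -0.13 in the authors' deposited table. Reads that moved from such copies to Rpl26 are a candidate explanation that the tests could not decide. The copies lost 45.1% of the CPM that Rpl26 gained, under the 50% set in advance as the mark of this explanation. The CPM summed over Rpl26 and its 4 copies changed by 0.14 on the log2 scale, within the 5th to 95th percentile of the ribosomal-protein genes (-0.02 to 0.30), but the sum would have stayed in that range even if the copies had lost nothing (0.25), so this test excludes nothing. If control libraries had been aligned or counted differently, genes in shared sequence should be shifted as a set. The 465 genes with 80% or more of their words in other genes had a median of 0.088 in the authors' deposited table, above each of the random sets (highest 0.080, mean 0.035). That shift is of the size of the ribosomal-protein median, and pseudogenes that take up ribosomal reads would show it too, so it is weak evidence. Whether Rpl26 itself responds to the antagonist cannot be told apart from these.

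Fibroblast markers were lower with the antagonist in the authors' deposited table against control, with a median log2 fold change of -1.61, below each of 10000 random lists of the same abundance, and 8 of 10 had an adjusted p-value under 0.05. Medians there were 0.20 for microglia, 0.19 for astrocyte and 0.32 for oligodendrocyte markers, -0.58 for endothelial, -0.40 for mural and -0.16 for neuronal markers, -0.25 for proliferation genes and 0.00 for Y-linked genes. This is consistent with fewer fibroblasts in the treated than in the control cultures, for instance from meninges left at dissection. However, Pdgfra (-0.03) and Thy1 (-0.07), which other cell types also express, did not move, and a lower expression of matrix genes such as Col1a1 (-2.21) in the same cells would look alike. Control cultures from another batch or litter cannot be told apart from an effect of the antagonist, because no label gives a batch. Between the dual and A2A antagonist groups the list differed by a median of 0.095 (0.030 without dual replicate 1), which both explanations allow.

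Astrocyte transcripts were abundant in all 8 libraries. Of the 10 astrocyte markers, 9 had 10 CPM or more, with a median of 413.9 CPM, Slc1a3 having a mean of 1873 CPM over the 8 libraries and Gfap 1637.6 CPM in the A2A antagonist group, whereas microglia markers had a median of 84.4 CPM. Of the endothelial markers, 2 of 9 reached 10 CPM, so such levels are not reached by the markers of every cell type. Fibroblast and oligodendrocyte markers had medians of 211.6 and 39.2 CPM, mural markers 2.20 CPM and neuronal markers 6.29 CPM. Astrocytes among the cells are a candidate source of these transcripts, although RNA content per cell differs between types and these shares do not translate into cell numbers. The ratio of summed astrocyte to microglia marker CPM went from 5.13 to 6.04 over the libraries. Changes of the bulk counts might then reflect astrocytes, fibroblasts or microglia, and Slc1a3 and Mlc1, among the top genes of the authors' deposited table against control, are expressed by astrocytes.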
